A study of Danio rerio with 17 samples. Its data were reported in "Low Molecular Weight Fucoidan Prevents Radiation-Induced Fibrosis and Secondary Tumors in a Zebrafish Model" (2020).

How the data were processed

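Livers of adult transgenic zebrafish of 6 months, labelled female, were profiled on ZebGene 1.1 ST arrays in 17 samples of 6 groups. The fish were fed 6.9 mg (NOR) or 83 mg (DIO) of Artemia cysts per fish per day, and OF was given by oral gavage at 300 mg/kg. Per the labels, total RNA was converted to biotin-labelled cDNA, hybridised to array plates and scanned on a GeneTitan instrument, and Transcriptome Analysis Console is named for the processing. The authors deposited 1 log2 value per probe set and array; the summarisation and normalization algorithms, the software version and the genome build are not given in the sources used here. The log2 scale was read from the deposited values. Array medians and spreads differ between batch 1 and batch 2, so levels were not compared between the lines.

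The table held 75212 probe sets with no missing values (0). A probe set annotation paired 30358 of them with 1 gene symbol and 1015 with several, and 43839 were not listed. These gave 20908 genes, of which 6449 had more than 1 probe set; a gene was represented by the probe set with the highest mean over all arrays. Symbols were checked through gene identifiers for 27940 probe sets, which changed 1 symbol. Of all probe sets, 14289 had the same 17 values as another. The genes vtg1, casp3a and bada were matched to no probe set with 1 symbol and are not analysed here.

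A linear model with 1 mean per group was fitted over all 17 arrays in limma 3.58.1 (R 4.3.3) with empirical Bayes moderation (residual df 11, prior df 2.67), since the study's methods name an empirical Bayes test. Contrasts were DIO against NOR and DIO+OF against DIO in each line, their difference between the lines, their mean over the lines, and DIO+OF against NOR. Probe sets were called at a Benjamini-Hochberg adjusted p under 0.05 over all 75212, and were also counted at the threshold of the study's methods, a fold change of at least 2 with an unadjusted p under 0.05. Errors beside log2 fold changes are standard errors of this fit, and n is the number of arrays given for each group. Adjusted p values of genes are from limma over all probe sets. Other calculations and the figures used Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9.

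A set of 35 gene lists of liver metabolism, stress responses, the cell machinery, the genes the study names and markers of other cell types or organs was tested in the 4 comparisons of diet and OF by limma's camera, with a preset inter-gene correlation of 0.01 and again with an estimated one, adjusted over 140 tests. Members of a list were adjusted over all probe sets and over the list alone. The genes named for each comparison were the 8 highest and the 8 lowest log2 fold changes among called genes whose arrays did not overlap between the groups, filled up to 5 per direction with genes at the methods' threshold, up to 4 members of each list with the smallest p, and the genes the study names; clone and predicted names were passed over. The groups, comparisons, lists and this rule were fixed before the data were examined. Genes counted in the overlap of the lines, the fat3b probe set, the genes of the array without vitellogenin and a few further list members (cry3a in HBx,src,p53 among them) were chosen after their values were seen.

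The fit was tested on simulated data in which 200 probe sets were changed per comparison. For changes of 2, 4, 8 and 16-fold it called 18%, 68%, 94% and 96% for the diet in HBx,src, 18%, 72%, 90% and 98% for OF in HBx,src, 12%, 66%, 92% and 94% for the diet in HBx,src,p53, and 18%, 78%, 92% and 92% for OF in HBx,src,p53. False calls were 9 of 147, 11 of 150, 12 of 144 and 6 of 146. Each probe set was simulated with 1 spread in all arrays of both lines. These rates therefore do not cover a spread that differs between the lines. In the data the mean Spearman correlation of an array with its own group was 0.805 to 0.8465 in HBx,src. In HBx,src,p53 it was 0.8956 to 0.9163. In the list test for OF in HBx,src, 20 of 20 lists of 30 genes shifted by 0.5 were called and 0 of 20 others, with either correlation. The simulated genes were drawn independently of each other. The list test was therefore not tried on genes that vary together, as in the cholesterol and pancreas lists, with estimated correlations of 0.458 and 0.749.

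The alternatives planned were a fit of the arrays of the line alone, quantile normalization, centring of each array, leaving out the dimmest 40% of probe sets, only probe sets with 1 symbol, a trended and robust prior, array weights, the replicate number as a block, other ways to represent a gene, a test without moderation within each pair of groups, and leaving out each array in turn. Counting equal probe sets once, list tests within the line alone and the counts of DIO+OF against NOR under all alternatives were added after seeing the data. Up to 100 splits of the arrays, the real one included, and 100 simulations of unchanged groups for comparisons that share the DIO arrays, were drawn. The simulated values for the shared NOR arrays and for counts of calls were added after seeing the data. In them the largest simulated changes, as many as were called in the data, were taken without a threshold. Differences in level between the lines were left out apart from their count, because line and batch coincide.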

Results

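The data set held 17 liver arrays from adult transgenic zebrafish, labelled female, each a genome-wide ZebGene array read in 1 colour. HBx,src fish carry the hepatitis B virus X protein and the src oncogene in the liver, and HBx,src,p53 fish are in addition heterozygous for p53 (p53−/+). Within each line the fish were on a normal diet (NOR), on an overfeeding diet that makes them obese (DIO), or on the overfeeding diet with Oligo-Fucoidan (DIO+OF). Oligo-Fucoidan (OF) is a low molecular weight fucoidan, a sulfated polysaccharide of brown seaweed, given by oral gavage at 300 mg/kg. The study's methods describe the gavage under anesthesia. Neither they nor the sample titles name a gavage without OF for the DIO fish. Changes with OF, as the term is used below, therefore cannot be told apart from those of gavage and anesthesia. HBx,src gave 3 NOR, 3 DIO and 3 DIO+OF arrays, and HBx,src,p53 gave 2 NOR, 3 DIO and 3 DIO+OF arrays. The number of arrays limits the precision of every value.

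The array medians lay between 2.095 and 2.212 on the log2 scale in HBx,src and between 2.552 and 2.684 in HBx,src,p53, and the interquartile ranges lay between 1.798 and 2.028 and between 2.888 and 3.336. Every HBx,src array belonged to the first batch and every HBx,src,p53 array to the second, so line and batch cannot be told apart. Of the 18170 probe sets that differed between the lines in NOR fish, 17497 were higher in HBx,src,p53, and no difference in level between the lines is described further. The comparisons of diet and OF lie within 1 line, and so within 1 batch.

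One array, DIO+OF replicate 3 of HBx,src,p53, lacked the signal of the vitellogenins, the egg yolk precursors that the female liver makes. Its log2 signal of vtg2 was 2.76, against 13.75 to 14.04 in the other arrays, and vtg3, vtg6 and vtg7 were low there as well. Its signal of esr1, the estrogen receptor, was 5.89, against 9.76 to 10.82 in the other arrays of the line. In this array 169 genes lay more than 2 log2 units above and 50 more than 2 below all other arrays of the line. The counts of OF in HBx,src,p53 and the lists described for it are therefore also given without it, a choice made after seeing the data.

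**Figure D1:**
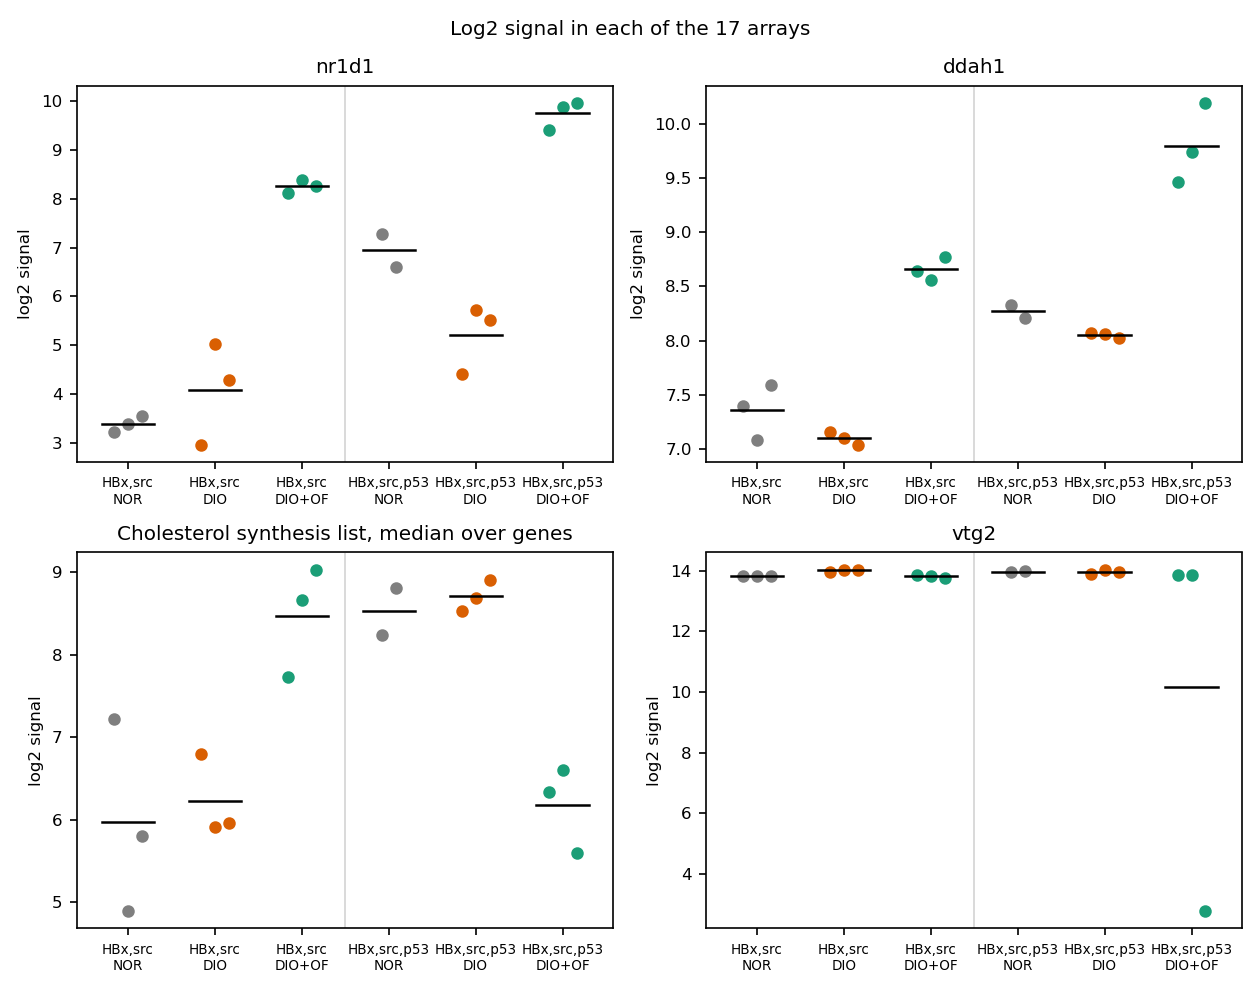
Log2 signal (vertical axes) of nr1d1, ddah1 and vtg2 and the median log2 signal of the cholesterol synthesis list in each of the 17 arrays, by line and group; points are arrays and lines are group means. In both lines nr1d1 and ddah1 were higher in every DIO+OF array than in every DIO array, the cholesterol list was higher with OF in HBx,src and lower in HBx,src,p53, and vtg2 was low in 1 array (2.76).

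The first comparison asked what overfeeding changed in HBx,src livers (3 DIO against 3 NOR arrays). The largest shifts were in protein turnover: the genes of the proteasome, which degrades proteins, had a median log2 fold change of -0.86, and the genes of protein folding in the endoplasmic reticulum (ER) had one of -0.69. No gene of either list passed on its own over all probe sets (0 of 39 and 0 of 48), but 22 proteasome genes fell when adjusted over the list alone. The values of psmc6 and psmd7 were -1.83 ± 0.46 and -1.48 ± 0.39 on the log2 scale (SE), and those of pdia4, a protein disulfide isomerase of the ER, and canx, the chaperone calnexin, were -1.75 ± 0.44 and -0.84 ± 0.28. Both lists were lower than other genes by limma's camera test with a preset correlation (adjusted p = 3.42e-21 and 5.68e-11), but not with an estimated correlation (adjusted p = 0.44 and 0.646).

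Another 9 of the 35 lists were called with the preset correlation in this comparison, none with an estimated one (0 of 35), and no member of these lists passed on its own. The circadian clock list had a median of 0.27, with per3 at 1.41 ± 0.27, and 3 of its genes rose when adjusted over the list alone (adjusted p with an estimated correlation = 0.44). Fatty acid oxidation (0.25), lipoproteins and lipid droplets (0.17), the cytochrome P450 and xenobiotic list (0.19) and muscle markers (0.22) had higher medians. Cell cycle (-0.20), ribosomal proteins (-0.21), oxidative phosphorylation (-0.18) and acute phase genes (-0.38) had lower ones, and 5 cell cycle genes fell when adjusted over the list alone. With an estimated correlation these lists had adjusted p between 0.615 and 0.878. Among cell cycle genes, rrm1, a subunit of the enzyme that makes deoxynucleotides, had -2.0 ± 0.44 and pcna, the replication clamp, -1.83 ± 0.48. The calls of the muscle, acute phase, fatty acid oxidation and oxidative phosphorylation lists also ended under other probe set choices or scalings, and without NOR replicate 3 the number of lists called was 7 in place of 11.

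Across all 75212 probe sets, limma called 5 for the diet in HBx,src at an adjusted p under 0.05, of which 2 rose and 3 fell. Only 1 of them has a gene symbol: a probe set of fat3b, an atypical cadherin, with a log2 fold change of 3.79 ± 0.5 (adjusted p = 0.046), while the probe set with the highest mean of the same gene had 2.8 ± 0.51 (adjusted p = 0.24) and did not pass. The fat3b probe set was named after its value was seen. At an unadjusted p under 0.05 there were 4491 probe sets, and 1619 also changed at least 2-fold (545 higher, 1074 lower). The largest changes among these without overlap between arrays, none of which passes the correction, included bhlhe41, a clock repressor (2.02 ± 0.43), syne2b (1.73 ± 0.58), pank1a, a pantothenate kinase (1.66 ± 0.52), and piezo2b (1.63 ± 0.68). On the lower side were the kinase genes pim1 (-3.31 ± 0.90) and pim2 (-2.85 ± 1.26), the transcription factor mycb (-2.48 ± 0.94), tent5c (-2.39 ± 0.88) and nlrc11 (-2.3 ± 0.82). The count of 5 became 0 without NOR replicate 1 or 3 or DIO replicate 2, 11 without DIO replicate 1, 10 without DIO replicate 3 and 3 without DIO+OF replicate 1. Through the shared estimate of the spread it also became 3 without either NOR replicate of HBx,src,p53, 1, 2 and 2 without DIO replicates 1, 2 and 3 of that line, and 0 and 1 without its DIO+OF replicates 1 and 2.

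The second comparison asked what differed with OF in overfed HBx,src fish (3 DIO+OF against 3 DIO arrays). Genes of cholesterol synthesis and of ER protein folding were higher with OF. The cholesterol list had a median log2 fold change of 1.75, and 18 of its 27 genes rose when adjusted over the list alone, though 0 passed over all probe sets. In this list hmgcs1, which makes HMG-CoA, had 4.43 ± 0.90 (adjusted p = 0.0539), fdft1, the squalene synthase, 3.28 ± 0.71 (adjusted p = 0.0643), and mvda, of the mevalonate pathway, 3.54 ± 0.84 (adjusted p = 0.0872). The ER list had a median of 0.89, and 21 of its 48 genes rose when adjusted over the list alone, with 0 over all probe sets. In it dnajb9b, an ER co-chaperone, had 3.27 ± 0.67 (adjusted p = 0.0546) and atf6, a sensor of unfolded proteins, 1.79 ± 0.37 (adjusted p = 0.055). These lists were above other genes by camera with the preset correlation (adjusted p = 6.85e-12 and 2.32e-12) and not with an estimated one (adjusted p = 0.461 and 0.618).

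Single genes passed elsewhere. The clearest was nr1d1, which encodes the clock repressor Rev-erb alpha and rose 18-fold (4.17 ± 0.44, adjusted p = 0.007). Another clock gene, cry2, rose (1.38 ± 0.27, adjusted p = 0.0435) and cry3a fell (-1.76 ± 0.20, adjusted p = 0.007). The clock list as a whole was not called (adjusted p = 0.291). Transport and metabolic genes that rose included slc41a1, a magnesium transporter (3.98 ± 0.58, adjusted p = 0.0226), papss2b, which makes the sulfate donor PAPS (3.42 ± 0.57, adjusted p = 0.0265), cers2a, a ceramide synthase (2.95 ± 0.54, adjusted p = 0.0355), and gfpt1, the first enzyme of the hexosamine pathway (2.89 ± 0.55, adjusted p = 0.041). The phospholipase gene pla2g3 (3.95 ± 0.64, adjusted p = 0.0254), the co-chaperone gene dnajc25 (2.99 ± 0.47, adjusted p = 0.0226) and tmppe (3.0 ± 0.59, adjusted p = 0.0462) rose too. In fatty acid handling, cpt1aa, which admits fatty acids to mitochondria, rose (2.42 ± 0.42, adjusted p = 0.0277), as did mttp, which loads lipoproteins (1.75 ± 0.31, adjusted p = 0.0332), whereas the apolipoprotein gene apoa4b.1 fell (-1.84 ± 0.30, adjusted p = 0.0258). The list of fatty acid oxidation had 1 of 35 genes rising and a median of -0.18, with 22 genes below 0, and that of lipoproteins had 1 of 27 rising, 1 falling and a median of -0.22. Neither was called (adjusted p = 0.375 and 0.12 preset, adjusted p = 0.921 and 0.794 with an estimated correlation).

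Among the genes that fell with OF in HBx,src were the mitochondrial carrier genes slc25a32a (-3.83 ± 0.74, adjusted p = 0.0455), slc25a36a (-2.86 ± 0.47, adjusted p = 0.0262) and slc25a39 (-2.69 ± 0.51, adjusted p = 0.0397). The stress-responsive gene nupr1a fell (-2.78 ± 0.47, adjusted p = 0.0272), as did nt5dc2 (-3.43 ± 0.58, adjusted p = 0.0272), RIMS2B (-2.85 ± 0.39, adjusted p = 0.0176), hebp2 (-2.73 ± 0.47, adjusted p = 0.0276) and BAIAP2L1A (-2.55 ± 0.40, adjusted p = 0.0226). The matrix metalloproteinase gene mmp14b (-1.93 ± 0.35, adjusted p = 0.0359) and cox5aa, of respiratory complex IV (-1.02 ± 0.17, adjusted p = 0.0264), fell as the single called members of their lists. The other lists called with the preset correlation were proteasome (median 0.35), heat shock (0.34), cytochrome P450 and xenobiotic genes (-0.16) and exocrine pancreas markers (-0.94), with no member passing over all probe sets, and with an estimated correlation their adjusted p lay between 0.713 and 0.873. The median log2 signal of the pancreas markers was 3.36, 4.29 and 4.9 in the DIO arrays and 3.07, 2.81 and 2.68 in the DIO+OF arrays.

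In all, 315 probe sets were called for OF in HBx,src (175 up, 140 down), representing 153 genes (102 up, 51 down), and 3906 met the 2-fold threshold with an unadjusted p under 0.05 (2329 up, 1577 down). In a fit of only the arrays of the line 2 probe sets were called, and none of the 27 named calls remained (0 of 27). The count was 1910 without DIO+OF replicate 1, 160, 41 and 67 without DIO replicates 1, 2 and 3, 43 without DIO+OF replicate 2 and 43 without DIO+OF replicate 3. It was 203 without NOR replicate 1. Through the shared estimate of the spread it was 181 and 181 without NOR replicates 1 and 2, 195 without DIO replicate 2 and 156 without DIO+OF replicate 2 of HBx,src,p53. Of the 27 named calls 3, those of nr1d1, ddah1 and cry3a, stood whichever array was left out.

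In HBx,src,p53 fish (3 DIO against 2 NOR arrays), the question was again what overfeeding changed. Among genes that rose were tp53inp1, a target of p53 (5.13 ± 1.14, adjusted p = 0.0321), sesn1, another p53 target (2.83 ± 0.46, adjusted p = 0.00759), and diabloa, whose protein promotes apoptosis when released from mitochondria (4.3 ± 0.60, adjusted p = 0.0037). The p53 target list as a whole was not called (adjusted p = 0.766). Other genes that rose were klhl24b (4.84 ± 0.98, adjusted p = 0.0216), arhgef38 (4.29 ± 0.83, adjusted p = 0.0164), ypel3 (4.27 ± 0.41, adjusted p = 0.000679), ubald1a (4.14 ± 0.63, adjusted p = 0.00557), upp2, a uridine phosphorylase (4.09 ± 1.01, adjusted p = 0.0469), and the cytochrome P450 gene cyp2x10.2 (3.9 ± 0.81, adjusted p = 0.0236). Genes that fell included slc16a6b, of the monocarboxylate transporter family (-4.98 ± 0.97, adjusted p = 0.0173), slc25a25a (-4.05 ± 0.75, adjusted p = 0.0138), arg2, the mitochondrial arginase (-3.72 ± 0.91, adjusted p = 0.0457), and etnk2, an ethanolamine kinase (-3.67 ± 0.63, adjusted p = 0.00962). The co-chaperone gene bag3 (-3.33 ± 0.63, adjusted p = 0.0153), the kinase gene sgk1 (-3.24 ± 0.47, adjusted p = 0.0042) and guca1g (-4.05 ± 0.99, adjusted p = 0.0457) fell as well.

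Among the lists, ER protein folding was lower in overfed HBx,src,p53 fish, with a median of -0.57; dnajb9a (-3.59 ± 0.60, adjusted p = 0.00864) and srp9, of the signal recognition particle (-2.22 ± 0.50, adjusted p = 0.0332), fell, and 46 genes did not pass. Oxidative phosphorylation had a median of -0.49 with 0 of 62 genes passing, and the proteasome one of -0.65 with 1 of 39 falling, psma6a (-1.29 ± 0.32, adjusted p = 0.0457). Camera called these lists with the preset correlation (adjusted p = 0.000183, 5.5e-08 and 5.65e-06) and not with an estimated one (adjusted p = 0.844, 0.646 and 0.842). The cell cycle list (median 0.25, with plk1 rising, 1.22 ± 0.21, adjusted p = 0.0104), ribosomal proteins (0.13, with rpl10 falling, -1.05 ± 0.23, adjusted p = 0.0314) and red blood cell markers (-0.74) were called with adjusted p of 0.0365, 0.0467 and 0.0305 (with an estimated correlation 0.844, 0.921 and 0.844), and each of them also lost its call in a fit of the arrays of the line alone. Without NOR replicate 1, 5 lists were called in place of 8. In the clock list bhlhe40 rose (1.93 ± 0.46, adjusted p = 0.0393) and bmal2 (-1.99 ± 0.36, adjusted p = 0.0127) and clockb (-0.90 ± 0.21, adjusted p = 0.0407) fell.

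Markers of neighbouring organs moved with the diet in this line. The ovary list had a median of 0.92 (adjusted p = 4.19e-07 preset, adjusted p = 0.615 with an estimated correlation), with 1 gene rising, the egg coat gene zp2.5 (3.08 ± 0.73, adjusted p = 0.0394), and the exocrine pancreas list one of 1.11 (adjusted p = 0.00491 preset, adjusted p = 0.873 with an estimated correlation). The median log2 signal of the ovary markers was 2.1 in both NOR arrays and 2.01, 3.75 and 2.73 in the DIO arrays, and that of the pancreas markers was 5.1 and 6.33 against 5.51, 7.94 and 8.17.

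Altogether 2192 probe sets (797 up, 1395 down), representing 628 genes (252 up, 376 down), were called for the diet in HBx,src,p53, and 7495 met the 2-fold threshold with an unadjusted p under 0.05 (2410 up, 5085 down). After quantile normalization there were 922 calls with the split turned (566 up, 356 down); leaving out NOR replicate 1, NOR replicate 2 or DIO replicate 1 gave 681, 799 and 1249, where a lone NOR array was assumed to vary like the other groups. Of the 28 named calls, 15 remained in a fit of the arrays of the line alone, and 3, of ypel3, diabloa and sgk1, whichever array was left out.

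The fourth comparison was that of OF in overfed HBx,src,p53 fish (3 DIO+OF against 3 DIO arrays). Here genes of cholesterol synthesis and of ER protein folding were lower with OF by their list medians, and clock genes and genes of fatty acid and glucose metabolism higher. None of these lists was called with an estimated correlation. In the cholesterol list, with a median of -2.05, 7 of 27 genes fell over all probe sets and 18 fell, with 1 rising, when adjusted over the list alone. Among them lss, the lanosterol synthase (-4.65 ± 0.82, adjusted p = 0.014), ebp (-3.87 ± 0.80, adjusted p = 0.0296), mvda (-3.75 ± 0.84, adjusted p = 0.0424) and hsd17b7 (-3.51 ± 0.77, adjusted p = 0.0385) fell. In the ER list, with a median of -1.01, 15 of 48 fell, 26 when adjusted over the list alone, among them calr3a, a calreticulin (-2.7 ± 0.27, adjusted p = 0.000989), srp14 (-2.45 ± 0.38, adjusted p = 0.00639), pdia4 (-2.8 ± 0.44, adjusted p = 0.00751) and sec61g, of the translocon (-1.51 ± 0.25, adjusted p = 0.0087). The adjusted p of camera were 2.02e-12 and 2.92e-21 with the preset correlation and 0.44 and 0.44 with an estimated one. Without the array that lacked vitellogenin, 0 cholesterol genes and 6 ER genes fell, with medians of -1.86 and -0.91.

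Of the 34 clock genes 13 rose and 1 fell, with a median of 1.15 (adjusted p = 1.77e-07 preset, adjusted p = 0.397 with an estimated correlation), and without that array 7 rose and 0 fell (median 0.97). The gene nr1d1 rose 23.2-fold (4.54 ± 0.44, adjusted p = 0.000917), cry2 (2.19 ± 0.27, adjusted p = 0.00171), per1a (2.78 ± 0.41, adjusted p = 0.00473) and bhlhe41 (2.98 ± 0.43, adjusted p = 0.00413) rose, and cry3a fell (-0.92 ± 0.20 (adjusted p = 0.0379); adjusted p = 0.0559 without that array). In glucose metabolism 4 of 29 genes rose (median 0.65). These were pck1, the rate-limiting enzyme of gluconeogenesis (5.28 ± 1.1, adjusted p = 0.0304), g6pc1a.1, of glucose-6-phosphatase (2.1 ± 0.46, adjusted p = 0.0368), slc2a2, the hepatic glucose transporter (1.3 ± 0.20, adjusted p = 0.00658), and pdk2b, which shuts pyruvate out of the citric acid cycle (2.91 ± 0.51, adjusted p = 0.0136). The signal of pck1 was higher with OF in HBx,src too, at 3.05, 3.85 and 3.72 in DIO and 6.51, 8.13 and 10.18 in DIO+OF arrays. There 0 of 29 glucose genes passed over all probe sets, and the list median was -0.37. Fatty acid oxidation had a median of 0.78, with 1 gene over all probe sets, etfdh (0.91 ± 0.21, adjusted p = 0.0491), and 15 when adjusted over the list alone. The cytochrome P450 and xenobiotic list had a median of 0.74, with 4 of 66 rising, among them cyp1a (2.12 ± 0.29, adjusted p = 0.00332) and cyp2n13 (1.82 ± 0.37, adjusted p = 0.0291). The hepatocyte list had one of 0.50, with 1 of 49 rising, ttr, which carries thyroid hormone (0.98 ± 0.20, adjusted p = 0.0289). For these lists the adjusted p were 0.000104, 4.89e-09, 1.1e-06 and 2.08e-07 with the preset correlation and 0.397, 0.44, 0.397 and 0.528 with an estimated correlation. When the array that lacked vitellogenin was left out, 2 glucose genes rose, slc2a2 and pdk2b, with a list median of 0.44, and pck1 and g6pc1a.1 had an adjusted p of 0.125 and 0.129. In the P450 list 1 gene then rose, cyp1a, with a median of 0.56. In fatty acid oxidation and the hepatocyte list 0 of 35 and 0 of 49 rose by limma, with medians of 0.64 and 0.29 and an adjusted p of 0.156 for etfdh and 0.111 for ttr. In that array the hepatocyte genes lay a median of 0.59 above their means in the other arrays of its group.

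Endothelial markers were higher with OF in this line (median 0.54), with 4 of 22 rising, among them kdrl (1.32 ± 0.21, adjusted p = 0.00658), a receptor of vascular endothelial growth factor, and cdh5 (1.37 ± 0.26, adjusted p = 0.0215), the cadherin of vessel walls. The lipid regulator pparg (1.61 ± 0.23, adjusted p = 0.00413), the lipoprotein lipase gene lpla (1.44 ± 0.24, adjusted p = 0.00876) and the matrix metalloproteinase gene mmp2 (1.88 ± 0.29, adjusted p = 0.00684) rose. The markers of ovary were lower (median -0.93, with 2 of 24 falling, zp2.5 at -3.04 ± 0.65 and gdf9 at -0.83 ± 0.19) and so were those of pancreas (median -0.70, 0 of 26), the reverse of their shift with the diet, and both comparisons used the same DIO arrays. Adjusted p for the endothelial, ovary and pancreas lists were 0.00275, 3.35e-11 and 0.0212 with the preset correlation and 0.397, 0.44 and 0.921 with an estimated one. Cell cycle (-0.40), ribosomal proteins (-0.31) and the proteasome (-0.45) had lower medians, with plk1 (-1.17 ± 0.19, adjusted p = 0.00876), rpl38 (-0.83 ± 0.19, adjusted p = 0.0413) and psma6b (-1.13 ± 0.17, adjusted p = 0.00624) falling as single members. Fibrosis (0.30), antioxidant (0.50), interferon (0.56), macrophage (0.59) and red blood cell (0.60) lists had higher ones. With an estimated correlation the adjusted p of these 8 lists lay between 0.44 and 0.873. Without the array that lacked vitellogenin, the calls of the fibrosis, antioxidant, interferon, macrophage, red blood cell, ribosomal and pancreas lists ended, with medians of 0.16, 0.33, 0.03, 0.35, 0.11, -0.03 and 0.06, and 11 lists were called in place of 18. Then 2 endothelial genes rose, kdrl and fli1rs, with a median of 0.57 (cdh5, adjusted p = 0.0702). Of the ovary markers 0 of 24 fell, with a median of -0.95 and an adjusted p of 0.123 for zp2.5 and 0.171 for gdf9, and rpl38 had one of 0.156.

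Among the largest changes with OF in HBx,src,p53 were rises of cbln6 (4.36 ± 0.84, adjusted p = 0.0223), the apolipoprotein gene apof (4.06 ± 0.92, adjusted p = 0.0444), errfi1b, an inhibitor of the EGF receptor (3.97 ± 0.67, adjusted p = 0.0104), onecutl (3.77 ± 0.82, adjusted p = 0.0366), the matrix gene tgfbi (3.63 ± 0.58, adjusted p = 0.00824) and slc25a25a (3.47 ± 0.67, adjusted p = 0.0222). Genes that fell were aacs, which activates acetoacetate for lipid synthesis (-5.3 ± 0.93, adjusted p = 0.0132), psat1, of serine synthesis (-3.98 ± 0.83, adjusted p = 0.0304), plxna3, a semaphorin receptor (-3.39 ± 0.44, adjusted p = 0.00255), and pmm2, of protein glycosylation (-3.3 ± 0.69, adjusted p = 0.0311). In total 1188 probe sets (612 up, 576 down) were called, representing 492 genes (358 up, 134 down). The split of the probe sets turned after quantile normalization (355 up, 404 down) and without DIO replicate 1 (336 up, 557 down), 2 (374 up, 596 down) or 3 (365 up, 443 down), and 4909 met the 2-fold threshold with an unadjusted p under 0.05 (2757 up, 2152 down). Without the array that lacked vitellogenin 444 were called, of which 383 were shared, without DIO+OF replicate 2 569, and in a fit of the arrays of the line alone 308. The calls of cbln6, apof, onecutl, slc25a25a, aacs, psat1 and pmm2 ended without that array, with an adjusted p from 0.062 for aacs to 0.178 for apof. Of the 58 named calls, 25 remained without that array and 23 remained whichever array was left out, among them those of nr1d1, ddah1, per1a, cry2, calr3a, srp14, pdia4, slc2a2, pparg, kdrl and tgfbi.

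**Figure D2:**
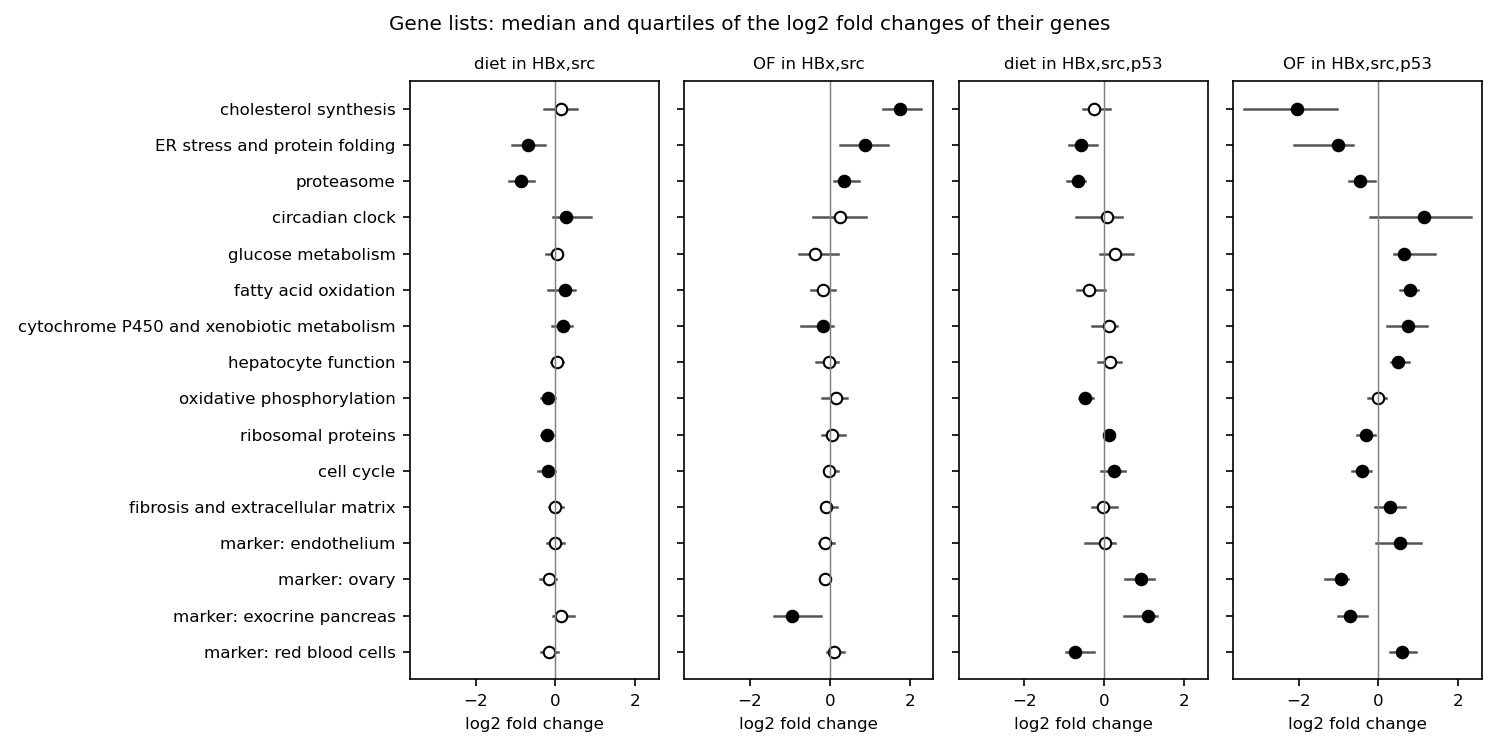
Median (point) and quartiles (bar) of the log2 fold changes (horizontal axes) of the genes in 16 lists for the diet (DIO against NOR) and for OF (DIO+OF against DIO) in each line; filled points are lists called by camera with the preset correlation, and 0 lists were called with an estimated one. The cholesterol list lies at 1.75 with OF in HBx,src and at -2.05 in HBx,src,p53.

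Of the genes the study names, 27 were measured in the list, along with src. The study's own measurements of OF on such genes are mostly from irradiated fish, whereas the labels here name no irradiation. The gene ddah1, which degrades an inhibitor of nitric oxide synthesis, rose with OF in HBx,src (1.56 ± 0.18, adjusted p = 0.00752) and in HBx,src,p53 (1.75 ± 0.18, adjusted p = 0.000989), and with the diet its values were -0.25 ± 0.18 and -0.22 ± 0.21. For hnf4a, a master regulator of hepatocytes, OF gave 1.35 ± 0.34 (adjusted p = 0.106) and 1.28 ± 0.34 (adjusted p = 0.0877), and the diet 0.68 ± 0.34 and -1.25 ± 0.39, and none of these passed. The OF change of hnf4a averaged over the lines did, at 1.32 ± 0.24 (adjusted p = 0.0239), but not without the array that lacked vitellogenin (adjusted p = 0.053). With OF hsd11b1la, which regenerates cortisol, had 0.53 ± 0.34 and 1.04 ± 0.34, tdo2a had -0.03 ± 0.19 and 0.15 ± 0.19, and asgrl1, of the asialoglycoprotein receptor, -0.42 ± 0.20 and 0.30 ± 0.20. The list gave 1 rise with OF in HBx,src and 2 in HBx,src,p53 (ddah1 and pparg), 3 with OF averaged over the lines, and none with the diet in either line (0 of 27), while 1 fell with the diet averaged over the lines. Adjusted over the list alone, 3 rose and 1 fell with OF in HBx,src and 4 rose and 2 fell in HBx,src,p53, and with the diet 0 rose and 2 fell and 4 rose and 3 fell. Since the study may have chosen some of these genes on these samples, the counts over the list alone are not independent evidence. The lipid genes fasn (1.1 ± 1.07 and -2.57 ± 1.07 with OF), srebf1 (-0.12 ± 0.24 and -1.02 ± 0.24) and mlxipl (-1.22 ± 0.28 and -0.21 ± 0.28) and the collagen gene col1a1a (-0.55 ± 0.57 and -0.33 ± 0.57) did not pass, and src had 0.37 ± 0.60 and 0.77 ± 0.60.

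A further comparison asked whether the same genes changed with OF in the 2 lines. A small group of genes rose in both: 10, against 1.75 expected of independent lists (Fisher's exact test, one-sided p = 1.01e-05), which are bbox1, cry2, ddah1, frmd8, gnb1a, mob1bb, nr1d1, usp36 and 2 with only predicted or clone names. The clock gene cry3a was the 1 gene that fell in both, against 0.327 expected (exact p = 0.28). Another 7 genes rose in HBx,src and fell in HBx,src,p53, against 0.654 expected (exact p = 4.22e-06): cdkn3, fam219aa, htra2-14, tmem263, ufc1, serp1, which stabilises proteins at the ER, and sec31a, of the vesicles that leave it. No gene fell in HBx,src and rose in HBx,src,p53 (0, against 0.873 expected). All of this rests on the spread shared by the lines: in a fit of the arrays of HBx,src alone the 2 probe sets called both fell, so no rise was left to overlap. A gene with a small shared spread passes more easily in both lines, in either direction. The exact p values also treat genes as independent, so they do not measure evidence for a shared or an opposed response. These sets were named because they are the whole overlap, after their values were seen. Across 20908 genes, which are not independent replicates, the log2 fold changes of OF in the lines had a Pearson r of -0.1 and a Spearman rho of -0.043, and 36 of 100 splits of the arrays within lines gave an r as far from 0.

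The mean of the OF changes of the lines was called for 718 probe sets (398 up, 320 down), representing 292 genes (237 up, 55 down), and the clock list had a median of 0.70 with 11 of 34 genes rising and 1 falling (adjusted p = 2.49e-05 preset, adjusted p = 0.491 with an estimated correlation). By camera with the preset correlation other lists were called for this mean too. The ovary markers had the smallest adjusted p of all (median -0.52, adjusted p = 9.39e-09). Also called, among others, were exocrine pancreas markers (-0.8, adjusted p = 0.000255), fatty acid oxidation (0.32, adjusted p = 0.000346) and the hepatocyte list (0.23, adjusted p = 0.000634). With an estimated correlation these lists had adjusted p between 0.491 and 0.709. The difference between the lines was called for 583 probe sets, and the cholesterol and ER lists differed by medians of -4.02 and -2.21, with 11 and 15 genes passing (adjusted p = 1.53e-20 and 1.45e-30 preset, adjusted p = 0.0855 for each with an estimated correlation). Other lists differed by camera with the preset correlation as well. Among them were the clock list (0.88, adjusted p = 7.16e-05 preset and 0.182 estimated), glucose metabolism (1.22, adjusted p = 3.09e-05 and 0.0855) and the P450 list (0.88, adjusted p = 8.91e-08 and 0.0855). Of the 27 cholesterol genes, 23 lay above 0 with OF in HBx,src and below 0 in HBx,src,p53, as did 39 of the 48 ER genes. The count of the difference was 103 without the array that lacked vitellogenin, 102 and 104 without DIO replicate 3 and DIO+OF replicate 2 of the same line, and 388, 64, 146, 1645, 142 and 85 without NOR replicate 1, DIO replicates 2 and 3 and DIO+OF replicates 1, 2 and 3 of HBx,src. That of the mean was 384 without the array that lacked vitellogenin, 471 and 411 without DIO replicate 1 and DIO+OF replicate 2 of the same line, and 411, 442, 420, 1288, 391 and 384 without DIO replicates 1, 2 and 3 and DIO+OF replicates 1, 2 and 3 of HBx,src. Line and batch coincide, so the difference cannot be assigned to p53.

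**Figure D3:**
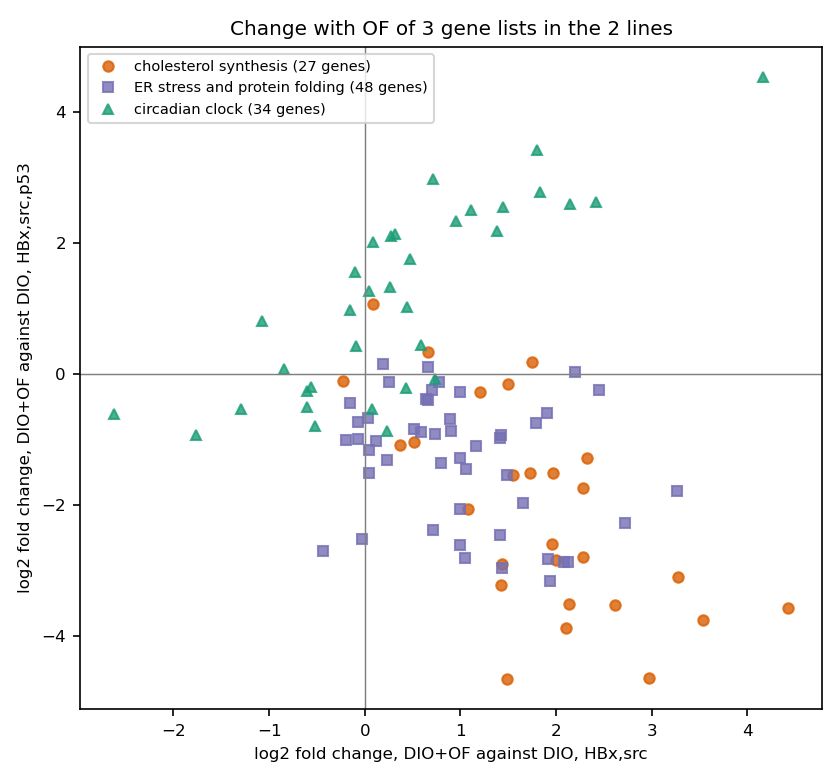
Log2 fold change with OF in HBx,src (horizontal axis) against that in HBx,src,p53 (vertical axis) for the genes of 3 lists; each point is 1 gene. Of 27 cholesterol synthesis genes 23 lie to the right of 0 and below 0, and of 34 clock genes 18 lie above 0 in both lines.

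The diet changes of the lines were also compared. They correlated across the 20908 genes with a Pearson r of 0.23 and a Spearman rho of 0.231, and 57.7% of genes had the same sign; 11 of 100 splits of the arrays within lines gave an r as large. The mean of the diet changes was called for 794 probe sets (286 up, 508 down), with 470 and the split turned after quantile normalization (275 up, 195 down), and in it the proteasome had a median of -0.77 with 2 of 39 genes falling and ER protein folding one of -0.65 with 0 of 48 (adjusted p = 4.43e-15 and 7.22e-10 preset, adjusted p = 0.97 for each with an estimated correlation). The difference between the lines was called for 81 probe sets (20 up, 61 down), representing 13 genes (4 up, 9 down), and for 2 probe sets after quantile normalization. Leaving out NOR replicates 1, 2 and 3, DIO replicate 3 or DIO+OF replicate 3 of HBx,src gave 29, 29, 36, 40 and 152 for the difference, and leaving out NOR replicate 1, DIO replicate 1 or DIO+OF replicate 3 of HBx,src,p53 gave 126, 145 and 151. For the mean, leaving out NOR replicates 1 and 3, DIO replicates 1, 2 and 3 or DIO+OF replicate 1 of HBx,src gave 225, 245, 346, 287, 375 and 1437, and leaving out NOR replicates 1 and 2 or DIO replicate 1 of HBx,src,p53 gave 285, 238 and 482. No gene was called for the diet in both lines (0), as no gene represented by its probe set with the highest mean was called in HBx,src (0).

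The last comparison asked whether OF brought overfed fish toward the normal diet. In HBx,src,p53, 1317 genes were called between DIO+OF and NOR, and in HBx,src 40 (2875 and 61 probe sets). The count of 2875 was 1222 and 745 without NOR replicates 1 and 2 and 1265 and 1732 without DIO+OF replicates 2 and 3, and that of 61 was 17, 6 and 27 without NOR replicates 1, 2 and 3, 37 and 31 without DIO replicates 2 and 3, and 523 and 34 without DIO+OF replicates 1 and 3. Through the shared estimate of the spread it was also 33, 33 and 32 without the DIO replicates and 29 and 23 without DIO+OF replicates 1 and 2 of HBx,src,p53. Of the 628 genes that the diet changed in HBx,src,p53, 325 were also called between DIO+OF and NOR in the direction of the diet, against 210 in 100 simulations of unchanged groups that share the NOR arrays. Their median change with the diet was 1.6 log2 units, and DIO+OF lay a median of 1.32 from NOR in the same direction, which is 82.3% against 58.9% simulated. In these simulations the genes with the largest changes for their spread, as many as were called, stood for called genes. No threshold was applied to them, so the simulated values are not expected counts of calls. In the same line calls opposite to the diet were made with OF for 31 genes that rose and 29 that fell with the diet, against 33.5 and 33.3 in the same simulations with the DIO arrays shared, and 5 genes were called in the same direction, against 0.06. Among the opposite calls was that of the carrier gene slc25a25a, with -4.05 with the diet and 3.47 with OF.

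The diet and OF comparisons share the DIO arrays with opposite sign, so an inverse relation arises with no effect. Across genes r was -0.227 in HBx,src,p53, against -0.448 in 100 simulations of unchanged groups, and the covariance was -0.0963 against -0.0619, a difference of -0.0344. In HBx,src r was -0.532 against -0.501 and the covariance -0.127 against -0.0618, a difference of -0.0652. Of the diet genes of HBx,src,p53, 67.5% had the opposite sign with OF, against 89.4% simulated. The 3 DIO arrays of a line could not be split into parts of at least 2 arrays. The simulated 89.4% and the 66.8 simulated opposite calls come from the largest simulated changes, taken without a threshold. The 60 opposite calls therefore cannot show whether OF reversed the diet beyond what the shared arrays give.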

Values the study reported

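The arrays analysed here carry no irradiation label. The study described 23 candidate genes across groups of fish treated with Oligo-Fucoidan, wild-type and liver cancer fish, each with and without irradiation. In overfed HBx,src fish it gave hyperplasia in 80% and hepatocellular carcinoma in 20%.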

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

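The tests without the array lacking vitellogenin and of feeding state for the cholesterol genes were chosen after the result was seen; the test of scaling was planned.

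The OF change differed between the lines, by a test of the difference itself, for 583 probe sets, and the diet change for 81. Among the genes looked at singly, the differences of OF, HBx,src,p53 minus HBx,src on the log2 scale, were -7.99 for hmgcs1, -7.61 for aacs, -7.29 for mvda, -6.38 for fdft1, -6.14 for lss, -6.03 for pmm2, -5.98 for ebp and -5.65 for hsd17b7. They were -5.52 for pla2g3, -5.05 for dnajb9b, -4.99 for dnajc25, -4.82 for serp1, -4.32 for cycsb, -4.02 for nsdhl, -3.9 for ufc1, -3.85 for srp14 and -3.84 for pdia4. Smaller ones were -3.6 for sec31a, -3.21 for plxna3, -2.53 for atf6, -2.25 for calr3a and -2.19 for mttp. Higher in HBx,src,p53 were the changes of cbln6 (7.47), tgfbi (5.06), nt5dc2 (4.54), RIMS2B (4.44), BAIAP2L1A (3.47), nupr1a (3.14), mmp14b (2.34), apoa4b.1 (2.24), fli1rs (1.74), slc2a2 (1.67) and cry1a (1.66). Without the array that lacked vitellogenin 103 probe sets were called, and of these genes only cbln6, dnajc25, serp1, cycsb, ufc1, srp14, sec31a and RIMS2B. For the diet, ypel3 (3.73) and sgk1 (-4.01) differed between the lines.

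Cholesterol synthesis genes were higher with OF in HBx,src and lower in HBx,src,p53, with a median difference of -4.02, and ER protein folding genes differed by a median of -2.21. By camera with an estimated correlation neither list was called for the difference (adjusted p = 0.0855 for each). In HBx,src 0 of 27 cholesterol and 0 of 48 ER genes passed over all probe sets. Without the array that lacked vitellogenin the cholesterol median in HBx,src,p53 was -1.86 (before, -2.05), with an upper quartile of -0.45 but with 0 in place of 7 genes called, which argues against that array as its source. After quantile normalization it was -2.19, and 1.62 in HBx,src, which argues against scaling. Feeding state or sampling time of single fish stays open: the list median differed by up to 2.33 between arrays of 1 group, NOR of HBx,src, which is outside the OF comparisons, and by 0.88, 1.3, 0.37 and 1.01 in DIO and DIO+OF of HBx,src and of HBx,src,p53. The p53 genotype is a candidate explanation that cannot be told apart from batch.

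The 10 splits of 5 or 6 arrays are too few for a share under 0.05. For the diet in HBx,src the real split gave 5 probe sets and the highest other 7 (2 of 10 splits gave as many), and at the methods' threshold 1619 and 1643 (2 of 10). For OF in HBx,src these were 315 and 3 (1 of 10), and 3906 and 2642 (1 of 10). For the diet in HBx,src,p53 they were 2192 and 122, and 7495 and 4749, and for OF in that line 1188 and 12, and 4909 and 2155. Lists called were 11 and 13 (3 of 10), 6 and 9 (6 of 10), 8 and 7, and 18 and 17 in the same order of comparisons, and DIO+OF against NOR in HBx,src gave 61 and 56. For OF averaged over the lines the real split was the 1 of 100 with as many (718, highest other 583, which is the split that gives the difference between the lines). For the difference 2 of 100 gave as many (583, highest other 718). These splits exchange DIO and DIO+OF arrays within each line, so shares under 0.05 speak only against no OF change in either line. They cannot tell a change shared by the lines, or a difference between them, from a change in 1 line. For the correlation of the OF changes of the lines (-0.1, highest other 0.256), 36 of 100 splits lay as far from 0, so chance is not excluded.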

How the results depend on the processing

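Counting equal probe sets once, the list tests in the line alone and DIO+OF against NOR under all alternatives were chosen after seeing the data. The causes of the changes below were not tested. Order, unless stated, is diet and OF in HBx,src, then diet and OF in HBx,src,p53. In the line alone the counts were 1, 2, 1431 and 308. With only probe sets of 1 symbol, fewer tested, they were 1, 602 and 964 for the first 3 comparisons, 674, 2121, 2781 and 2242 at the methods' threshold, 12 and 895 for the differences of diet and OF between the lines, 521 for the mean diet change and 117 for DIO+OF against NOR in HBx,src. Quantile normalization gave 483 for OF in HBx,src, 922 and 759 in HBx,src,p53, 2 for the difference of the diet, 470 for the mean diet and 115 for DIO+OF against NOR in HBx,src.

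A trended and robust prior gave 3 and 167 in HBx,src, 378 and 451 for the difference and mean of OF, 409 for the mean diet and 37 for DIO+OF against NOR in HBx,src. Array weights gave 127 and 1332 for the difference and mean of the diet and 109 for DIO+OF against NOR in HBx,src; counting equal probe sets once gave 37 for the difference of the diet, and leaving out the dimmest 40% gave 480 for OF in HBx,src. A test without moderation on each pair of groups, which is not the empirical Bayes test that the methods give for the arrays, gave 0, 0, 2 and 1 when adjusted (4391, 6323, 9104 and 7719 at an unadjusted p under 0.05, against 4491, 8614, 12341 and 11077 by limma) and 857, 2114, 4550 and 2943 at the methods' threshold. With an estimated correlation 0, 0, 0 and 0 lists were called.

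Same-numbered arrays did not deviate together (mean r 0.001, from -0.101 to 0.199, in HBx,src and -0.041, from -0.162 to 0.056, in HBx,src,p53), so the numbers do not pair the samples. With the replicate block limma called 0 and 0 in HBx,src and 684 for OF in HBx,src,p53, 8 and 34 for the differences of diet and OF, 380 and 264 for the means of OF and diet, and 2 and 1483 for DIO+OF against NOR.

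Leaving out each array gave 0 to 11, 41 to 1910, 681 to 2695 and 444 to 1241 probe sets, 29 to 152 and 64 to 1645 for the differences of diet and OF, 384 to 1288 and 225 to 1437 for the means of OF and diet, 6 to 523 and 745 to 3425 for DIO+OF against NOR, and 7 to 13, 4 to 9, 5 to 10 and 11 to 19 lists. The interferon list (OF in HBx,src,p53) ranged from 0.03 to 0.93 and the pancreas list from -1.85 to 0.06. At the methods' threshold counts ranged from 1562 to 2301, 3275 to 5686, 6632 to 8184 and 3969 to 6219, and r between the lines from 0.155 to 0.292 (diet) and -0.164 to -0.03 (OF). A lone NOR array was assumed to vary like the other groups.

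The split of higher and lower calls moved with scaling and with single arrays. Quantile normalization turned 2 and 3 into 5 and 2 (diet in HBx,src), 797 and 1395 into 566 and 356 (diet in HBx,src,p53), 286 and 508 into 275 and 195 (mean diet), 252 and 331 into 184 and 372 (difference of OF), 20 and 61 into 0 and 2 (difference of the diet) and 1241 and 1634 into 1245 and 971 (DIO+OF against NOR in HBx,src,p53). For OF in HBx,src,p53 it turned 612 and 576 into 355 and 404 (at the methods' threshold 2757 and 2152 into 1880 and 1977), the trended prior into 426 and 495, array weights into 428 and 478 and the line alone into 153 and 155. Leaving out DIO replicates 1, 2 and 3 or DIO+OF replicate 3 of that line gave 336 and 557, 374 and 596, 365 and 443, and 219 and 225, and leaving out DIO+OF replicate 1 of HBx,src gave 610 and 631. Without DIO replicate 1 of HBx,src,p53 the difference of the diet was 82 and 63 and the mean of OF 208 and 263, and without DIO replicate 2 they were 62 and 55 and 292 and 378, the diet in the line 768 and 717 and the mean diet 342 and 325. For OF in HBx,src, 175 and 140 became 20 and 21, and 33 and 34, without DIO replicates 2 and 3. Centring turned 612 and 576 into 813 and 503 (OF in HBx,src,p53) and 398 and 320 into 528 and 255 (mean of OF). Of the named calls (27, 28 and 58, none in the first comparison), quantile normalization kept 26, 18 and 48, the trended prior 19, 24 and 51, array weights 27, 28 and 43, the line alone 0, 15 and 23, the replicate block 0, 22 and 35, and the adjusted test without moderation 0, 0 and 0.

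Of the genes the study names that did not pass, some changed sign. Leaving out each array gave -0.15 to 0.11 for tdo2a, -0.09 to 2.15 for fasn, -0.26 to 0.07 for srebf1 and -0.04 to 0.77 for src with OF in HBx,src, and -0.03 to 0.28 for tdo2a, -0.35 to 0.03 for mlxipl, -0.98 to 0.17 for col1a1a and -0.13 to 1.28 for src with OF in HBx,src,p53. Centring gave 0.02 for tdo2a in HBx,src.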

Other observations

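The tests of sampling time for the clock genes and those of the array without vitellogenin were chosen after the result was seen; the others on the clock genes were planned.

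Genes of lipid transport moved with OF in HBx,src,p53 without a shift of their list (median 0.37, adjusted p of limma's camera = 0.102; adjusted p = 0.794 with an estimated correlation): apof, lpla and lipca (0.67 ± 0.14, adjusted p = 0.0313), the hepatic lipase gene, rose and the apolipoprotein E gene apoea fell (-2.09 ± 0.47, adjusted p = 0.0435). In the lipogenesis list 2 of 31 genes rose, pparg and the acyltransferase gene agpat3 (1.72 ± 0.34, adjusted p = 0.0232). In the same comparison the DNA repair gene ddb2, a p53 target, rose (1.73 ± 0.31, adjusted p = 0.0141) as the 1 called gene of 24 p53 targets. In the apoptosis list mapk14b, of the p38 kinases, rose (1.18 ± 0.25, adjusted p = 0.0334) and cycsb, a cytochrome c gene, fell (-2.49 ± 0.47, adjusted p = 0.0192), and 22 of 24 did not pass. The catalase gene cat rose (0.90 ± 0.19, adjusted p = 0.0298) and nfe2l2b fell (-1.5 ± 0.33, adjusted p = 0.0384), and junbb rose (3.17 ± 0.68, adjusted p = 0.0346). Of the lipid transport genes lpla alone rose without the array that lacked vitellogenin and 0 of 27 fell (median 0.18), and of the lipogenesis list 1 gene rose, pparg. By limma 0 of 24 p53 targets then rose (adjusted p = 0.0671 for ddb2). The calls of mapk14b, cat and junbb ended as well (adjusted p = 0.139, 0.109 and 0.115), while those of cycsb and nfe2l2b stayed.

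With the diet in HBx,src,p53, ppp1r3ca, which targets a phosphatase to glycogen, rose (3.39 ± 0.73, adjusted p = 0.0278) as the 1 called gene of 29 in glucose metabolism, and the peroxiredoxin gene prdx1 fell (-1.72 ± 0.33, adjusted p = 0.0158). Genes of non-homologous end joining did not pass by limma in any of the 4 comparisons (0 of 11 in each, with 0 higher and 1 lower, 0 higher and 3 lower, 1 higher and 3 lower, 1 higher and 1 lower at an unadjusted p under 0.05), with medians of -0.03, -0.11, -0.07 and -0.03. With the diet in HBx,src,p53, 1 of them rose and 1 fell when adjusted over the list alone, and 1 fell over all probe sets without the array that lacked vitellogenin.

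Clock genes rose with OF averaged over the lines (11 of 34). Without the array that lacked vitellogenin 7 rose and after quantile normalization 9, which argues against that array and against scaling as the source. Different times of day of sampling may account for it: the 6 genes of the positive limb of the clock, which peak at another time, had a median OF change of -0.46 (-0.91 to 0.52), which leaves sampling time open. An effect of OF itself, or of the gavage and anesthesia given with it, is likewise open and was not tested apart from sampling time.

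In DIO+OF replicate 3 of HBx,src,p53 the vitellogenins were low, and cyp2k22 and hsd17b3 (10.98 and 10.85) were high. The hepatocyte genes lay a median of 0.59 above their means in the other arrays of its group, which argues against a failed array. The lowest vtg2 of the other arrays was 13.75, so no other array lacked it. A swap of labels within the series would leave these values unchanged, so they cannot judge it. A male fish may be the source, since esr1 was 5.89 against 9.76 to 10.82 in the line, but no other measure of sex was used here, and an outside sample or a fish with little estrogen stays open. The estrogen response list had a median OF change of -2.64 in this line (adjusted p = 0.212 by camera), and of -0.03 without that array.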
